A study of Homo sapiens with 6 samples. Its data were reported in "A cofactor-induced repressive type of transcription factor condensation can be induced by synthetic peptides to suppress tumorigenesis" (2024).

How the data were processed

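Total RNA of HGC-27 cells was sequenced on an Illumina instrument, and 6 samples were analysed here: 3 Con samples and 3 samples treated with GLUP, grouped by the sample titles. The labels give no treatment for Con, while the methods of the study name the buffer of the peptide as the negative control. The authors deposited a single table of FPKM values (fragments scaled to the length of the gene and to the total of mapped fragments), for which the aligner, quantifier and versions are not stated. Its rows are Ensembl gene identifiers of a GENCODE annotation lifted to GRCh37, 62492 in all. Of these, 49 are pseudoautosomal copies on chromosome Y, all at 0, and were summed with their counterparts, leaving 62443 genes. FPKM is relative to the total of each library, so that a change in a few abundant genes moves the others, and it carries no read counts. Tests for counts were therefore not used. An exact 0 can be a failed estimate: 59 tested genes were at 0 in at least 1 library.

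Gene symbols were taken from a table of Ensembl identifiers, which named 62162 of the genes. Coordinates, biotype, length and GC content (of the canonical transcript) came from GENCODE release 44 lifted to GRCh37, and 99.8% of the tested genes had a length and GC content. The release the authors used is not stated. Strand-specific counting is not stated either, so overlapping genes are reported as uncertain.

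Depth was read from the low values. For 38838 genes with a single annotated transcript, FPKM multiplied by length was collected over the low range. Between 3.32% and 5.22% of these values fell within a narrow window at 1, 2 or 4 times a common step, more than at any other step, and the inverse of the step gave the relative depth. Most values were not multiples of the step, so read counts were not recovered.

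Values were transformed to log2(FPKM + 1), and genes with a mean of at least 1 FPKM over the 6 samples were tested (7406 genes). The comparison of GLUP with Con was fitted with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, two-sided, with no covariates and with Benjamini-Hochberg adjustment over all genes tested. Fold changes are differences of group means on this scale, and their standard errors are those of limma. The thresholds were an adjusted p under 0.05, by itself and with a change of more than 2-fold. Genes of the fixed list below the minimum took their values from the same fit without a filter, and the adjustment over the list alone used these p-values.

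Gene lists were tested with limma camera at a preset correlation of 0.01, with camera at an estimated correlation, fry, and fgsea 1.28.0 on the moderated statistics as alternatives. The 13 lists were 22 TEAD targets, 5 TEAD targets singled out by the study, Hippo pathway, proliferation, apoptosis, p53, integrated stress response, cholesterol synthesis, interferon, hypoxia and glycolysis, and immediate early genes, and the genes the study listed as higher or as lower. Each name was counted once. Of the 44 entries listed as higher, 32 matched a gene of the table, and of the 120 listed as lower, 97 matched. The remaining entries were not used here.

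The design, the lists, the named genes and most of the other settings were fixed before the data were examined. Named genes were a fixed list of 16, and the 5 largest rises and the 5 largest falls among genes past the adjusted threshold whose groups did not overlap. Where fewer than 5 passed in a direction, the genes with the smallest p completed the number. These other settings were pseudocounts of 0.1 and 0.01, no filter and minimums of 0.1 and 5 FPKM, rescaling to a common total, to the upper quartile, by quantiles and by the trimmed mean of log ratios (30% trimmed by ratio and 5% by level at each end, unweighted), eBayes without trend and with robust estimation, the replicate number as a block, and leaving out each sample. Chosen after seeing the data were the removal of a loess trend in GC content and length from each library (span 0.5, with no use of the groups), the same with the block, weights per sample (arrayWeights), and centring on the median.

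The fit was tested on simulated data for the 7406 genes with 200 of them changed by 1 or 2 on the log2 scale. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2. The noise was normal, independent between genes and of the same size in both groups. The real libraries differ in this, with trends shared across genes and a wider spread in Con, so the rates may not hold for them. With noise at the spread of both groups it called 71 genes, which included 61% of the genes changed by 2 and 6% of those changed by 1, with 4 false calls. With noise at the spread of the GLUP libraries it called 161 genes, with 13 false calls. No pair of libraries had an identical value above 0 in any tested gene, so none was a copy of another, and each was treated as a separate replicate. The values cannot show whether all came from separate cultures. The methods of the study give the number of biological replicates only as 2 or more. With 3 samples per group, the smallest p of an exact permutation test is 0.1. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.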

Results

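To ask which transcripts change when cells are exposed to the peptide GLUP, RNA-sequencing profiles of HGC-27 cells, a human gastric cancer line, were compared between 3 control libraries (Con), which the labels give as having no treatment and the methods of the study as having the peptide buffer, and 3 libraries from cells treated with GLUP. GLUP is a cyclic peptide derived from the part of VGLL4 that binds TEAD4, a transcription factor of the Hippo pathway, and was designed to hold TEAD4 molecules together. The deposited values were FPKM per gene for 62443 gene identifiers, of which 30999 were listed at 0 in all 6 libraries. The FPKM values summed to between 909735 and 965147 per library, and between 20061 and 21498 genes were above 0. The number of reads behind each library is unknown. Low values of genes with a single transcript piled up at multiples of a common step, taken as the worth of 1 read, and the size of this step placed the relative depth of the libraries between 0.832 in Con replicate 2 and 1 in GLUP replicate 2. Mitochondrial genes held 21.9% to 29.7% of the FPKM total, and MT-CO2 was the highest gene in every library, with 7.90% to 14% of the total.

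The similarity of the libraries was examined first, on log2(FPKM + 1) of the 7406 genes with a mean of at least 1 FPKM. The GLUP libraries resembled each other closely, with Pearson correlations across genes of 0.978 to 0.986. The Con libraries were more scattered, at 0.905 to 0.973. Con replicate 2 had the lowest mean correlation with the other 5 libraries, 0.898, against 0.954 to 0.964 for the others. Con replicate 3 correlated more strongly with the GLUP libraries (mean 0.981) than with the other Con libraries (mean 0.939), a mean that Con replicate 2 lowers; with Con replicate 1 alone it was 0.973. The first principal component held 66.4% of the variance and separated Con replicate 2, with a score of -68.5, from the remaining libraries. The 3 GLUP scores, from 20.6 to 28.8, were all above that of Con replicate 3, at 12.5. The median SD of a gene over the Con libraries was 0.43 on the log2 scale (n = 3), compared with 0.20 over the GLUP libraries (n = 3).

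These deviations followed base composition. Across 7388 genes with a known transcript sequence, the Spearman correlation between a library's deviation from the gene mean and the GC content of the transcript was -0.595 in Con replicate 2 and -0.339 in Con replicate 1. It was 0.452 in Con replicate 3 and between 0.338 and 0.540 in the GLUP libraries. The log2 fold change between GLUP and Con rose with GC content (Spearman 0.549 across genes, which are not independent replicates). In the tenth of genes with the lowest GC content, 93.2% had a lower mean in GLUP, compared with 27.7% in the tenth with the highest.

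**Figure D1:**
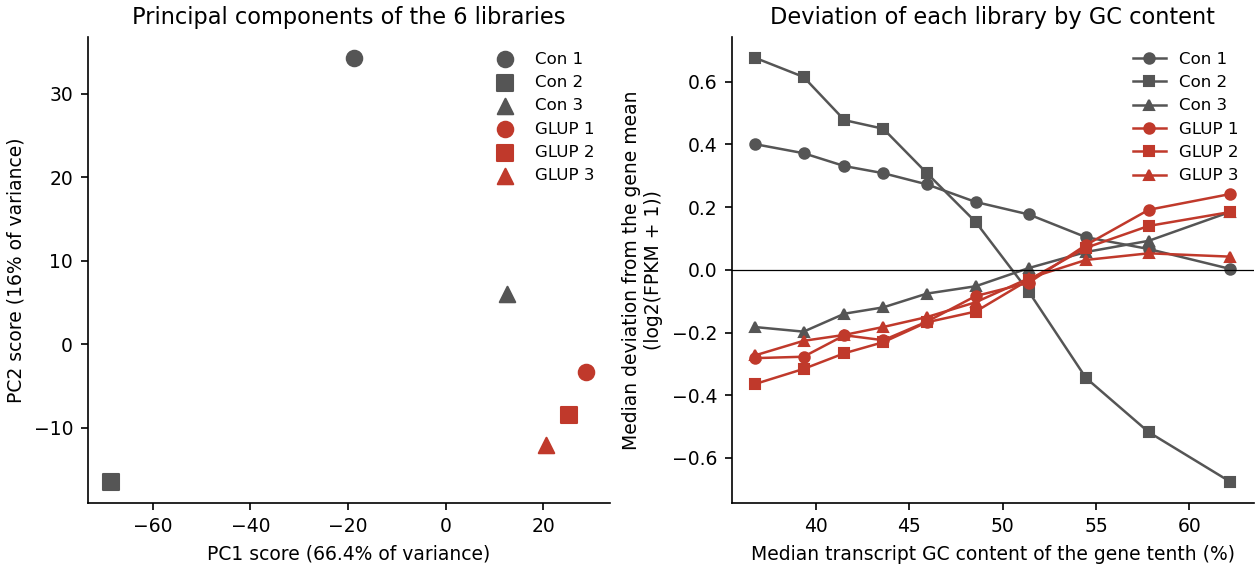
Left, scores of the 6 libraries on principal components 1 and 2 of log2(FPKM + 1); right, the median deviation of each library from the gene mean (log2 scale) against the median GC content (%) of 10 equal groups of genes. Con replicate 2 lies apart at a first score of -68.5, and its median deviation runs from 0.68 in the genes with the lowest GC content to -0.68 in those with the highest, whereas Con replicate 3 follows the GLUP libraries.

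Next, differential expression between GLUP and Con was tested gene by gene with limma. No gene reached an adjusted p-value under 0.05, with or without the requirement of a change of more than 2-fold: both counts were 0 of 7406 genes. The smallest adjusted p-value was 0.0806. At an unadjusted p under 0.05 there were 1606 genes, 330 higher and 1276 lower in GLUP, where chance alone would give 370.3. Across the fits that each left out a library, this number ran from 785 without GLUP replicate 2 to 2986 without Con replicate 3. The 3 GLUP values lay entirely on one side of the 3 Con values for 2241 genes (30.3%), compared with 10% by chance. On the log2(FPKM + 1) scale, which understates the change of genes with low values, 722 genes differed by more than 2-fold in their means, 218 higher and 504 lower. The median log2 fold change of all tested genes was -0.23, and 65.5% of the genes were lower in GLUP. Scaling each library by the trimmed mean of log ratios brought this median to -0.0081 and the share of lower genes to 50.6%. The changes of AXL, CCN1 and CLPTM1L below are therefore also given relative to the median. Those of the other genes are given without this adjustment.

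The counts were decided by a single library. Leaving out Con replicate 3 raised the number of genes with an adjusted p under 0.05 from 0 to 1367, of which 163 were higher and 1204 lower, and the number with a change of more than 2-fold as well to 1041. Leaving out any other library gave 0 to 3 genes. Con replicate 3 was also the only Con library whose deviations rose with GC content, as those of the GLUP libraries did. Without it, the groups differ in the direction of that trend. The genes called without it therefore cannot be read as a number of genes changed by GLUP. The alternative that moved the first count most was a fit with a weight for each library, which gave 4142 genes but also 4029 for a split of the samples that mixed the groups.

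The genes named by the study as TEAD4 targets, TEAD4 itself, its relatives and its partners were then examined, as a list of 16 genes fixed before the data were examined. None had an adjusted p-value under 0.05 over all genes tested. Adjusted over the list alone, 2 genes passed, CCN1 and AXL, each with an adjusted p of 0.0391 in limma. AXL (ENSG00000167601, a protein-coding gene at chromosome 19, 41725128 to 41767671, plus strand, GRCh37) fell from 16.7 ± 6.93 FPKM (SD, n = 3) in Con to 5.13 ± 1.62 FPKM (SD, n = 3) in GLUP. Its log2 fold change was -1.47 (SE 0.39), or -1.24 relative to the median of all tested genes, and all 3 GLUP values lay below the 3 Con values. The Con replicate nearest to GLUP was Con replicate 3, at 8.80 FPKM. CCN1 (ENSG00000142871, protein-coding, chromosome 1, 86046444 to 86050272, plus strand) fell from 1.68 ± 0.296 FPKM (SD, n = 3) to 0.576 ± 0.200 FPKM (SD, n = 3), a log2 fold change of -0.77 (SE 0.21), or -0.54 relative to the median. For both genes the adjusted p over all genes tested was 0.194 in limma, and without Con replicate 3 both passed the threshold. An exact permutation test of 3 against 3 libraries, two-sided, gave 0.1 for each, the smallest p that this design allows.

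CCN2 (ENSG00000118523, protein-coding, chromosome 6, 132269316 to 132272512, minus strand) was below the minimum of 1 FPKM and took its values from the fit without a filter, as did CGB5, TEAD1, TEAD2, TEAD3, YAP1, BCL2L1 and CDK6. CCN2 fell from 0.577 ± 0.402 FPKM (SD, n = 3) to 0.120 ± 0.0392 FPKM (SD, n = 3), with a log2 fold change of -0.46 (SE 0.20) and no overlap between the groups. CGB5 (ENSG00000189052, protein-coding, chromosome 19, 49547105 to 49548568, plus strand) was higher in GLUP. It was listed at 0, 0.0639 and 0.185 FPKM in Con replicates 1 to 3 and at 0.371, 0.468 and 0.428 FPKM in the GLUP replicates, and its values are uncertain because it belongs to a family of near-identical genes. CCNA2 did not differ beyond the replicate spread, at 3.05 ± 0.990 FPKM (SD, n = 3) in Con and 3.23 ± 0.191 FPKM (SD, n = 3) in GLUP. Its log2 fold change was 0.09, and -0.09 without Con replicate 2. It was 0.32 with the trimmed mean of log ratios and 0.56 with the GC and length trend removed, and did not pass in either. CCNA2 overlaps EXOSC9 on the other strand, so its values are uncertain. TEAD4 was at 1.46 ± 1.13 FPKM (SD, n = 3) and 1.32 ± 0.167 FPKM (SD, n = 3), with a log2 fold change of 0.04 that became -0.40 without Con replicate 2, in which TEAD4 was at 0.227 FPKM. VGLL4 rose from 0.879 ± 0.303 FPKM (SD, n = 3) to 1.83 ± 0.256 FPKM (SD, n = 3), with a log2 fold change of 0.60 (SE 0.22) and an adjusted p of 0.0934 over the list alone in limma. Part of the VGLL4 locus overlaps ATG7 on the other strand. RFXANK, which overlaps NR2C2AP and BORCS8, had a log2 fold change of 0.98 (SE 0.63) that became 0.08 without Con replicate 2, where it was at 44.9 FPKM against 282.9 to 379.9 FPKM in the other 5 libraries. The other genes of the list, TEAD1, TEAD2, TEAD3, YAP1, WWTR1, MYC, BCL2L1 and CDK6, had log2 fold changes between -0.39 and 0.38 and adjusted p-values over the list alone of 0.238 or higher in limma. The upper end was WWTR1, which depended on single libraries: its log2 fold change was 0.68 without Con replicate 2 and 0.14 without Con replicate 3, and it was 0.82 with the GC and length trend removed.

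**Figure D2:**
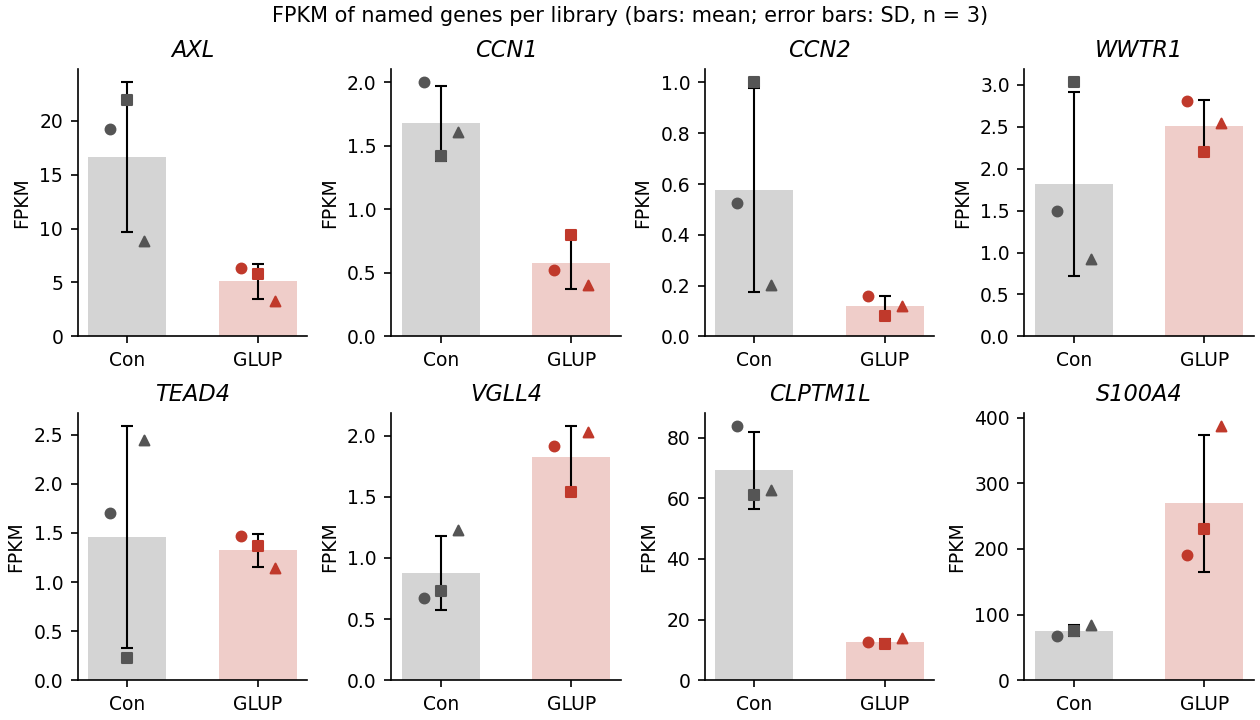
FPKM of 8 named genes in each library, with bars for the mean and error bars for the SD of 3 replicates (circle, replicate 1; square, replicate 2; triangle, replicate 3). The GLUP values lie below all Con values for AXL, CCN1, CCN2 and CLPTM1L and above them for VGLL4 and S100A4, and those of TEAD4 and WWTR1 overlap the Con values.

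Because no gene passed the adjusted threshold, the genes with the smallest p-values in each direction were taken as the most changed, none of which passed. The smallest belonged to CLPTM1L (ENSG00000049656, protein-coding, chromosome 5, 1317867 to 1345214, minus strand), which fell from 69.3 ± 12.7 FPKM (SD, n = 3) to 12.7 ± 0.990 FPKM (SD, n = 3). Its log2 fold change was -2.35 (SE 0.29) with an adjusted p of 0.0806 in limma, and its change relative to the median was -2.12. Of the other 4 with a fall, SNAPC1 changed by -1.52 on the log2 scale. The unnamed noncoding genes ENSG00000261553 and ENSG00000229190 changed by -3.01 and -2.09, but both overlap other expressed genes (UCHL3 and LMO7 for the former, STAM for the latter) and are uncertain, as is the pseudogene TRIM51CP at -1.42. Among the 5 with a rise, S100A4 (ENSG00000196154, protein-coding, chromosome 1, 153516089 to 153522612, minus strand) went from 75.3 ± 8.68 FPKM (SD, n = 3) to 269.3 ± 104.4 FPKM (SD, n = 3), a log2 fold change of 1.76 (SE 0.33), although S100A3 overlaps it on the same strand. NUTF2 rose by 1.57, MPST by 1.40, RN7SL5P by 1.31 and MT-ND3 by 1.29 on the log2 scale. MPST overlaps TST, and RN7SL5P is a near-identical copy of an abundant RNA, so both are uncertain. Adjusted p-values of these 9 genes ranged from 0.132 to 0.194 in limma, and all 3 GLUP values lay on one side of the 3 Con values for each. With the GC and length trend removed from each library, which also centres it, SNAPC1 changed by -0.90 and MPST by 0.96, both under 2-fold, and the other 8 genes kept a change of more than 2-fold. Without Con replicate 3 all 10 genes passed an adjusted p of 0.05.

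The shift of a list of 22 TEAD target genes was tested as a set, since the study had asked whether GLUP lowers TEAD-dependent transcription. Of the 22 genes, 10 had a mean of at least 1 FPKM, and all 10 had a lower mean in GLUP. Their mean log2 fold change was 0.64 below that of the other genes (shift -0.64), and limma camera with a preset correlation of 0.01 gave p = 0.00163 for the list, or 0.0212 when adjusted over all 13 lists. The call depended on the test. The rotation test fry also passed for the list by itself (p = 0.0232) but not when adjusted over the lists (0.117), and camera with the correlation of 0.41 estimated from these genes did not pass (p = 0.203). Preranked enrichment with fgsea gave a normalized score of -1.59, with p = 0.0306 by permutation of genes for the list by itself and 0.186 when adjusted over the lists, so it too passed only by itself. Without GLUP replicate 3, the camera p adjusted over the lists was 0.0662. With no filter, all 22 genes entered, 20 were lower in GLUP, and the shift was -0.39. The camera p was then 0.000159. ANKRD1, the member with the second largest fall, had 16.12 FPKM in Con replicate 1 alone and at most 0.191 FPKM elsewhere. The remaining 9 genes had a shift of -0.58. Their camera p was 0.00176. Per library, the mean of the 10 genes relative to the median of all tested genes was -0.07, -0.23 and -0.61 in Con replicates 1 to 3, and -0.85, -0.78 and -0.96 in the GLUP replicates. The GLUP libraries were thus below all Con libraries, with an exact permutation p of 0.1, the smallest that 3 against 3 allows.

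**Figure D3:**
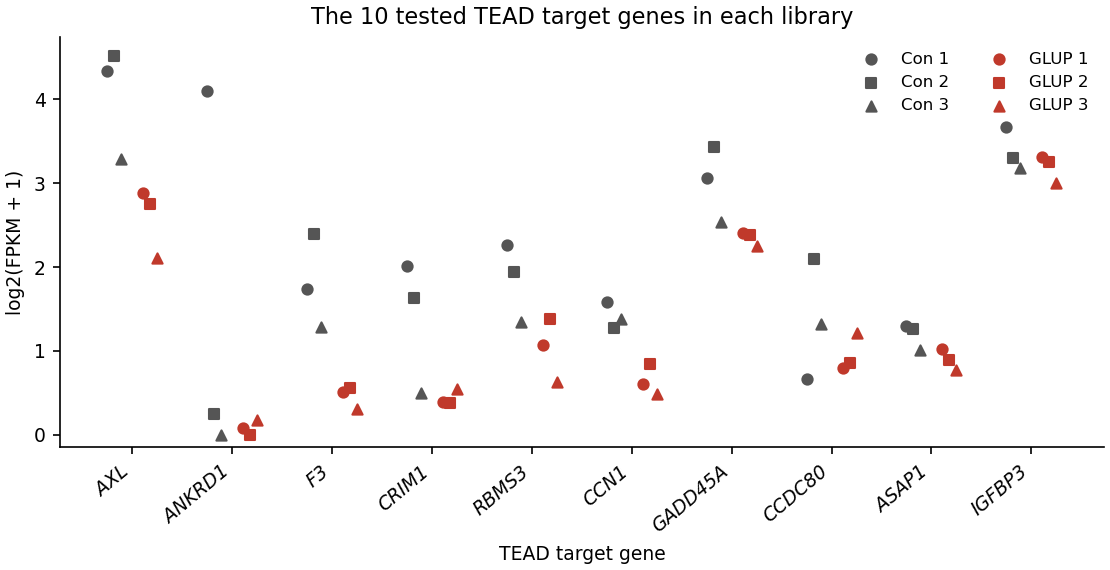
log2(FPKM + 1) of the 10 tested TEAD target genes in each library, with Con in grey and GLUP in red (circle, replicate 1; square, replicate 2; triangle, replicate 3). All 10 genes have a lower mean in GLUP, Con replicate 3 lies nearest to GLUP for AXL, CRIM1 and RBMS3 among others, and ANKRD1 is high only in Con replicate 1.

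None of the 12 other fixed lists passed an adjusted p of 0.05 with limma camera, and fry called none of them either. Preranked enrichment with fgsea called only the short list named next, at an adjusted p of 0.0221. The 5 TEAD target genes singled out by the study had 3 tested members and a shift of -0.53 (adjusted p 0.329). The shifts were 0.62 for hypoxia and glycolysis genes, with 3 of 9 genes lower and an adjusted p of 0.179, and 0.37 for p53 targets, with 2 of 8 genes lower and an adjusted p of 0.179. Interferon response genes shifted by 0.12, immediate early genes by 0.13, integrated stress response genes by 0.08, Hippo pathway genes by 0.05, apoptosis regulators by 0.04, proliferation genes by 0.04 and cholesterol synthesis genes by -0.05, all with adjusted p-values of 0.583 or higher. The shift of the hypoxia and glycolysis genes was 0.21 without Con replicate 2. With the GC and length trend removed it was 0.52. That of the p53 targets was then 0.13, with 3 of 8 genes lower and an adjusted p of 0.571 in camera. The genes that the study itself listed as altered are not taken as independent evidence, since it was not established whether the lists were computed on these libraries. Some of their entries matched no gene of the table. Of those listed as lower, 21 were tested and 15 were lower here, with a shift of -0.20 (adjusted p 0.187). Of those listed as higher, 10 were tested and 5 were higher here, with a shift of 0.09 (adjusted p 0.754).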

Values the study reported

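The study reported 166 genes with an FDR under 0.05 and a fold change over 2 in HGC-27 cells treated with GLUP, of which 45 were higher and 121 were lower. It gave the GLUP concentration as 10 μg/ml. The length of the treatment was stated as 12 h with the results and as 48 h with the methods.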

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

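The alternatives with weights per library, with the GC and length trend removed, and with centring on the median were chosen after seeing the data; the others were planned. The count of genes with an adjusted p under 0.05 and the count with a change of more than 2-fold as well were both 0 in the reported fit. They were also 0 under both smaller pseudocounts, without a filter, with a minimum of 0.1 FPKM, under all 5 rescalings and with robust estimation, where 1408 to 2541 genes had an unadjusted p under 0.05. Both counts were 1 with a minimum of 5 FPKM, with eBayes without trend and with the GC and length trend removed, and the gene was CLPTM1L each time. Both were 1 with the replicate block, and 1 with the GC and length trend removed with the replicate block, and there the gene was ENSG00000261553. Across the 6 fits that each left out a library, the counts ran from 0 to 1367 and from 0 to 1041. The high value came without Con replicate 3 in both cases, without Con replicate 2 both counts were 3, and the other 4 fits gave 0. With weights per library the counts were 4142 and 992. This fit gave Con replicate 1 and GLUP replicate 2 weights of 4.49 and 5.04 and Con replicate 2 a weight of 0.158, and it also called 4029 genes for a split of the samples that mixed the groups, so its count cannot be read as a number of changed genes.

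The replicate numbers did not pair the samples: the correlations between the deviations of same-numbered libraries from their group means were 0.13, -0.01 and -0.17. Added to the fit reported, the block changed only the call of ENSG00000261553. Added to the fit with the GC and length trend removed, it gave that call and took away that of CLPTM1L, whose adjusted p in limma went from 0.0227 to 0.114.

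The shift of the TEAD targets was negative in every setting. Judged by the p-value of this list by itself, it kept its call except with a minimum of 5 FPKM (-0.59, p = 0.145), where fewer genes were tested, and with camera at an estimated correlation (-0.64, p = 0.203), where the correlation between the genes widens the error. Judged by the p-value adjusted over the 13 lists, which was 0.0212 in the reported fit, the call was also lost without GLUP replicate 3 (0.0662), with weights per library (0.0964), with fry (0.117) and with fgsea (0.186). Over all settings the unadjusted p-value of this list ran from 0.000159 to 0.203, and the shift ran from -0.82 to -0.51 across the 6 fits that each left out a library.

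Several results near 0 changed sign, none of them past a threshold on either side. Apart from MYC under the scalings named below and proliferation under the lower minimums, the cause was not tested. The proliferation list kept the same 25 genes and the same mean log2 fold change of -0.15 without a filter and with a minimum of 0.1 FPKM. Its shift changed sign there because the mean of the other genes changed. Without a filter the shifts became -0.083 for Hippo genes, -0.095 for proliferation, -0.026 for apoptosis, -0.044 for the integrated stress response and -0.0034 for interferon genes. With a minimum of 0.1 FPKM they became -0.023 for Hippo genes and -0.034 for proliferation, and with a minimum of 5 FPKM the list of the study with higher genes went to -0.29. By fry, which tests against 0 and not against the other genes, the mean log2 fold changes were -0.14 for Hippo genes, -0.15 for proliferation, -0.15 for apoptosis, -0.11 for the integrated stress response, -0.074 for interferon, -0.060 for immediate early genes and -0.10 for the higher genes of the study. The enrichment scores by fgsea were -0.85 for proliferation, -0.67 for apoptosis, -1.06 for the integrated stress response and -0.79 for interferon genes. With weights per library the shifts were -0.044 for proliferation, -0.14 for apoptosis, -0.12 for the integrated stress response and -0.026 for immediate early genes, and the log2 fold changes were -0.18 for CCNA2 and -0.19 for TEAD4. MYC went to 0.030 with the upper quartile, 0.061 by quantiles, 0.037 with the trimmed mean of log ratios and 0.039 with centring on the median. In the reported fit MYC was at -0.225, close to the median of all tested genes at -0.230. A scaling that brings this median near 0 therefore brings MYC near 0 too. TEAD4 went to -0.28 with the GC and length trend removed, with and without the block. Across the fits that each left out a library, the ranges that crossed 0 were -0.035 to 0.12 for apoptosis, -0.12 to 0.038 for cholesterol synthesis, -0.058 to 0.23 for immediate early genes, -0.19 to 0.25 for the integrated stress response, -0.022 to 0.10 for proliferation, -0.0051 to 0.26 for the higher genes of the study, -0.095 to 0.26 for CCNA2, -0.45 to 0.041 for MYC and -0.40 to 0.35 for TEAD4.

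Over 38 results for single genes and other lists, 38 changes were from no call to a call, 14 of them with weights per library and 13 without Con replicate 3. The list of lower genes of the study passed without a filter (shift -0.11, adjusted p 0.0453) and with a minimum of 0.1 FPKM (-0.14, adjusted p 0.0237), the hypoxia and glycolysis list with a minimum of 5 FPKM (0.92, adjusted p 0.0381), and the 5 TEAD targets singled out by the study with fgsea (score -1.63, adjusted p 0.0221). The hypoxia and glycolysis shift depended on Con replicate 2, running from 0.21 without it to 0.90 without Con replicate 3. Testing the rows as deposited was not run, because the 49 duplicate rows are all 0 and the values would be identical.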

Other observations

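The tests on splits of the samples, on the position of Con replicate 2, on the GC trend of Con replicate 3, on CLPTM1L, on the listed genes of at least 1 FPKM and on the GC trend of the TEAD targets were chosen or read after the results were seen; the others were written down before their values were computed.

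The number of genes with a change of more than 2-fold and an adjusted p under 0.05 was 0 here. That is lower than the value quoted from the study above. The study named 5 TEAD targets among the genes lowered by GLUP. For CCN2, CCN1 and AXL all 3 GLUP values lay below the 3 Con values, although none passed the adjusted threshold over all genes. CCNA2 and CGB5 were not lower here: CCNA2 did not differ beyond its spread, and CGB5 was higher in all 3 GLUP libraries. The low values of CGB5 are uncertain, and so are the values of CCNA2, which overlaps EXOSC9 on the other strand.

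All 10 splits of the 6 samples into 3 against 3 gave as many genes with an adjusted p under 0.05 as the real split, and as many with a change of more than 2-fold as well, since the real counts were 0. For the number of genes with an unadjusted p under 0.05, 1 of the 10 splits, the real one, gave 1606, and the next highest gave 801. For the TEAD targets, 1 of the 10 splits, again the real one, gave a camera p as small, and the split that exchanged Con replicate 3 for GLUP replicate 2 came next with 0.00363. With weights per library, 1 of 10 gave as many genes. A share under 1 in 10 is out of reach with these samples, so a real difference and a chance arrangement of the libraries cannot be told apart by this count.

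Con replicate 2 lay apart from the other 5 libraries. The tables argue against several technical accounts. A swapped label would place it near GLUP, but its mean correlation with the GLUP libraries (0.884) was below that with the other Con libraries (0.919). The 10 highest genes held 33.5% of its FPKM total, inside the range of the others (28.3% to 33.8%). It had the lowest relative depth, yet among the 902 genes with at least 50 FPKM, where few reads play no part, its mean correlation with the other libraries was 0.808 and again the lowest. Removing the trend with GC content and length raised its mean correlation to 0.931, still below the 0.964 to 0.973 of the others, so this trend, which held 37.3% of the variance of its deviations, may account for part of its distance and not for all of it. A difference in culture or in library preparation remains open and was not tested.

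The rise of the log2 fold changes with GC content may be a difference between libraries that does not need GLUP. The difference between Con replicate 3 and the mean of Con replicates 1 and 2, in which no treated library takes part, followed GC content across genes with a Spearman correlation of 0.631, above the 0.549 of GLUP against Con. Between pairs of GLUP libraries its size was 0.0174 to 0.175. The contrast of Con replicate 3 with Con replicate 1 and that of the GLUP mean with Con replicate 2, which share no library, correlated at 0.507 across genes, and at 0.345 after the trend with GC content and length was removed. FPKM values are relative to the total of each library, so the 65.5% of genes that were lower in GLUP cannot be read as a general fall in transcription.

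Con replicate 3 lay nearer to the GLUP libraries than the other Con libraries did. For 500 genes chosen each time from Con replicates 1 and 2 against a pair of GLUP libraries, Con replicate 3 sat at a median of 0.285 to 0.299 of the way from GLUP (0) to Con (1), and the GLUP library left out at 0.0456 to 0.0979. It lay on the control side of both GLUP libraries for at least 85.8% of the genes, compared with 41.6% to 59.0% for the GLUP library left out, which argues against a GLUP library under a Con label. The trend with GC content and length is not the whole cause either: with it removed, Con replicate 3 had a mean correlation of 0.982 with the GLUP libraries (0.980 to 0.984), above the 0.964 of Con replicate 1 (0.962 to 0.967) and the 0.923 of Con replicate 2. Its correlation with Con replicate 1 was then 0.979, close to its lowest with a GLUP library, so a nearness to GLUP beyond that to Con replicate 1 is not claimed with the trend removed. What sets Con replicate 3 apart from the other Con libraries was not identified. Since 917 of the 1041 genes called without it had an unadjusted p under 0.05 with all 6 libraries, its effect on the counts may have come more through the spread it adds than through reversed directions.

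The lower level of the TEAD targets was not explained by GC content or length, since the list had a camera p of 0.00195 with that trend removed and a shift of -0.55. Nor did random lists matched on mean and GC content reach it: 0% of 10000 had a mean log2 fold change as low, and their median was -0.18. The genes of these lists were drawn 1 by 1, whereas the TEAD targets had an estimated correlation of 0.41. The share therefore describes the spread across genes and not that between libraries. The spread among the control libraries keeps the reading open. Con replicate 3 against the mean of Con replicates 1 and 2 had a shift of -0.55 for the same genes. Of the 10 genes, 8 were lower in Con replicate 3 than in both of these. GLUP had a shift of -0.82 against the same 2 Con libraries, and of -0.64 against all 3. Con replicate 1 against Con replicate 2 had a shift of 0.15. An effect of GLUP and a difference of the kind already present among the Con libraries cannot be told apart for this list, because 3 Con libraries give too few values for that spread. Of the 22 targets, 5 were also on the list of lower genes of the study, 2 of them among the tested 10.

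CLPTM1L was the gene with the smallest p, and its fall did not follow the other libraries' differences: Con replicate 3, at 62.8 FPKM, was as high as Con replicate 2, at 61.1 FPKM, while the GLUP libraries lay between 11.8 and 13.8 FPKM. With the GC and length trend removed, its log2 fold change was -2.48 and its adjusted p in limma was 0.0227, where the range over its alternatives was 1.34e-06 to 0.589. Reads moved to its paralog CLPTM1 do not account for it, because CLPTM1 changed by only 0.265 FPKM between the groups while CLPTM1L lost 56.6 FPKM. Across the other settings its log2 fold change ran from -2.65 to -2.06. No further technical account was tested. A lower CLPTM1L level in GLUP-treated cells is offered as a hypothesis, found and examined on the same 6 libraries.

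The lists of altered genes given by the study were set against genes with the same mean and GC content, at any level above 0. Of the genes listed as lower, 66 of 92 were lower here (71.7%), compared with 57.1% of the matched genes. As many were reached in 0.12% of random draws. Of the genes listed as higher, 19 of 31 were higher here (61.3%), compared with 42.1%, and 1.44% of random draws had as many. Each draw gave every listed gene the share of its matched genes as its chance, independently of the others. Correlation between genes was thus left out. Among the genes of at least 1 FPKM that entered the main test, however, the general trend was enough. There, 15 of 21 listed as lower and 5 of 10 listed as higher moved in the listed direction. Of random lists of tested genes, not matched on mean or GC content, 37.2% and 23.2% had as many. The excess is therefore stated only for the lists with the low genes included. Whether the lists were computed on these libraries was not established, so the shares are not taken as independent evidence that the changes are real.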
